A study of Mus musculus with 18 samples. Its data were reported in "Astro-Versus Microglia-Enriched Transcriptomes from Aged Atxn2-CAG100-Knockin Mice Suggest Underlying Pathology of RNA Processing at Ribosomes, and Possibly at U-Bodies" (2026).

How the data were processed

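Small RNA libraries were analysed from brain cells of mice aged 10 months that were wild type (WT) or homozygous for an expanded CAG repeat knocked into the Atxn2 gene (Atxn2-CAG100-KIN, abbreviated KIN), a model of spinocerebellar ataxia type 2. Per the study's methods, brains were dissociated and magnetic beads took out microglia by the surface protein CD11b, then astrocytes by the surface antigen ACSA-2, while neurons were collected in the flow-through after the remaining other cells had been bound. The fractions thus came in sequence from the same brain, and the study describes KIN and WT mice as littermates of the same sex, which the levels of Xist did not bear out. The labels do not state that the replicate number marks a brain. The 18 libraries fell into 6 groups (astrocytes, microglia or neurons, from WT or KIN brains) with 3 libraries in each, and the group and the replicate number of each library were taken from its title. The study used equal amounts of RNA for each library, so the values are relative amounts within a library and say nothing about RNA per cell or per brain.

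The authors trimmed the reads with Cutadapt and placed them with Bowtie2 in local mode in successive rounds, first on mature miRNAs, then on tRNA genes, piRNAs, Ensembl noncoding transcripts and Ensembl coding transcripts of the mouse genome build mm39, so that a read placed in one round did not enter the next. They counted placements with HTSeq without use of the strand and with no limit on mapping quality. The deposited counts are whole-number reads per feature and are not normalized, where a feature is a mature miRNA, a tRNA gene copy, a piRNA or a single Ensembl transcript. The kit adds molecular identifiers to each fragment, but collapsing by them is described for the sibling total RNA libraries only, so counts are treated as reads here. Floors cover counting error alone, whereas each SE and SD also takes in the spread between replicates. The log2 fold changes in the authors' deposited table come from DESeq2 comparisons of KIN with WT in each fraction. The study's supplement names shrinkage by ashr, but the log2 fold changes in the authors' deposited table differed by at most 6.58e-05 from unshrunken values of DESeq2 fitted here to each fraction alone, so they are not shrunken. The p-values and adjusted p-values in the authors' deposited table belong to the same comparisons, and they were used here only for a side-by-side count.

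This processing shapes the measurements in 3 ways. A read that fits several gene copies equally well was counted at a single placement, so counts of tRNA gene copies, of the near-identical Rnu1 genes and of repeated snoRNA genes divide a shared pool of reads and are uncertain one by one. A read of a small RNA that lies inside a longer Ensembl transcript could be counted on either, and features on opposite strands of one locus were not separated. Because the libraries were made with a small RNA kit, counts of protein-coding transcripts, pseudogenes and other long transcripts are taken as counts of short fragments rather than of whole molecules.

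The table held 203513 features, of which 86922 had at least 1 count. No row lacked a feature name. Of 146263 Ensembl features, 145452 matched a transcript of the GENCODE vM39 annotation of GRCm39, the build that mm39 also names, and positions of Ensembl features are from that annotation. The type of RNA was taken from the table. It left 10506 Ensembl features without a type, and 29 of those had no match in the annotation. Positions of mature miRNAs were found by matching their sequences, taken from the descriptions in the table, inside the annotated hairpin gene of the same name in GRCm39. A further 36 columns with per-library values on other scales were not used here.

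Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1), in a separate fit of the 6 libraries of each fraction with genotype as the only term. Library sizes were the totals over all features, scaled by TMM factors. Features with at least 5 counts in at least 2 of the 6 libraries were tested, p-values were adjusted by the method of Benjamini and Hochberg over all features of the fraction, and a feature was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Levels are given as CPM, counts scaled to the library total and the TMM factors, as mean ± SD of 3 libraries, except that levels of the miRNAs typical of cell types and of the transcript lists are scaled to the library total without these factors, so that fractions can be set side by side. A feature with at most 3 counts in every library of a group was taken to be at the floor, and its fold change was computed against 3 counts as a bound. Shares of counts were compared by an exact two-sided permutation test, for which 3 against 3 libraries give 10 splits and a smallest p of 0.1.

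Counts of tRNA gene copies with the same amino acid, anticodon and family number were summed into isodecoders before the set tests. Sets were tested with camera at a preset correlation of 0.01, with fry beside it. Calls of the glial fractions were compared within the features tested in both. A hypergeometric test assumes independent calls, which fractions from the same brains do not meet, so it is not used, and the other splits of the libraries into groups of 3 serve as the reference. Correlations under these splits were added after seeing the data. The difference between the KIN effects in microglia and in astrocytes was tested as an interaction over the 12 glial libraries. A list of 26 genes or isodecoders named by the study (Atxn2 and Rian with their transcripts summed, each feature whose name starts with Rnu1, the tRNA-Thr isodecoders and Gm36043) was adjusted over the list alone and over all features. The study chose this list in part on these libraries, so the adjustment over the list alone is not independent evidence.

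The groups, tests, thresholds, alternatives, the study list, the list of miRNAs typical of cell types and the rule for named features were fixed before the data were examined. By that rule, the features named in each fraction are the 3 with the largest positive and the 3 with the most negative log2 fold change among those called, with a mean of at least 50 counts per library and no overlap between the KIN and WT values, keeping a single feature per gene. Other features named singly were chosen after their values were seen, which holds for the interaction and for the features called in both glial fractions. Further lists of transcripts typical of neurons, astrocytes, microglia, oligodendrocytes, pituitary, choroid plexus, olfactory tissue, broadly expressed genes and sex-linked genes were written after the first results and before their own tests. Fold changes of all lists and of their members are from fits with transcripts summed per gene.

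Alternatives covered DESeq2 1.42.0, its size factors in edgeR, library totals without composition factors, TMM factors without cytoplasmic tRNA or from mature miRNA alone, the filter of filterByExpr, no filter beyond 1 count, adjusted p alone, a single fit of all 18 libraries, the replicate number as a block, sums per gene and isodecoder, and each library left out in turn. In the interaction the block was each genotype and replicate number together. Leaving out each animal number for the overlap, the class sets and the study list, and other scalings and DESeq2 for the study list, were added after seeing the data. The fits were tested on simulated counts drawn from the means and library sizes of each fraction, with 200 features changed by 2 on the log2 scale. The fit recovered 140 of them among 5541 features in astrocytes with 10 false calls, 132 among 4786 in microglia with 4 false calls and 93 among 4381 in neurons with 2 false calls. Simulated counts without any change gave 0 calls in each fraction. A simulated tRNA shift of 0.9 was fitted at 0.88, 0.84 and 0.95. In the interaction fit of 7053 features, 65 of 200 simulated differences were recovered with 3 false calls.

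Total counts ranged from 1211118 to 4316748 per library, so that the floor of 3 counts corresponded to between 0.695 and 2.48 CPM. The neuronal libraries had the smallest totals. Sibling total RNA libraries of the study were not analysed here.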

Results

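Small RNA sequencing was performed on 3 cell fractions of the mouse brain at 10 months of age, with 3 libraries from WT and 3 from homozygous Atxn2-CAG100-KIN mice for each of astrocytes, microglia and neurons. The design asks which small RNAs differ between KIN and WT within a fraction, which of these differences are shared by the glial fractions, and which differ between them. Astrocyte libraries held 3472951 ± 446005 counts in WT and 3582746 ± 141397 in KIN (mean ± SD, n = 3 each). Microglia libraries held 3537690 ± 112198 counts in WT and 3920353 ± 668775 in KIN. Neuronal libraries were smaller, with 1565066 ± 374097 counts in WT and 2398685 ± 47640 in KIN, and the lowest total was 1211118 in WT replicate 1. The number of features with at least 1 count was 32670, 27657 and 32839 in the WT astrocyte libraries and 23544, 21874 and 23193 in the KIN ones. In microglia these numbers were 27713, 17884 and 29541 in WT and 13941, 20324 and 19667 in KIN. The 10 most abundant features took between 9.75% and 21.8% of the counts of a library.

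Transcripts of Atxn2 itself, the gene that carries the expansion, gave only 33 counts over the 6 astrocyte libraries, 24 over the microglia libraries and 22 over the neuronal libraries. With its transcripts summed, the log2 fold change of KIN over WT was −0.54 ± 0.61 (SE) in astrocytes, −1.41 ± 0.67 in microglia and −0.20 ± 1.11 in neurons, and edgeR's adjusted p was 0.571, 0.242 and 0.987. A difference in Atxn2 was therefore not detectable at this depth.

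To check that the fractions carried the RNA of their cell types, WT microglia were compared with WT astrocytes. Of 6397 features tested, 2016 (31.5%) were called, 779 higher in microglia and 1237 higher in astrocytes. The myeloid miRNA mmu-miR-142a-3p was higher in microglia by 8.40 ± 0.27 (SE) on the log2 scale (edgeR adjusted p 1.61e-08), whereas mmu-miR-9-5p was lower there with a log2 fold change of −5.26 ± 0.35 (edgeR adjusted p 2.48e-06). Other cell types were also represented in the fractions. The neuronal miRNA mmu-miR-124-3p stood at 1543 ± 862 CPM in WT astrocytes, at 75.9 ± 33.5 in WT microglia and at 103 ± 58.6 in WT neurons (SD, n = 3 each, scaled to the library total), so that the astrocyte libraries held more of it than the neuronal ones. The oligodendrocyte miRNA mmu-miR-219a-2-3p reached 493 ± 111 CPM in WT astrocytes. Leaving out 1 library at a time gave between 1437 and 2134 calls between the WT fractions.

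The share of each RNA class in the library was examined next. Ensembl noncoding transcripts took the most counts in each group, with 56.9% ± 0.88 in WT astrocytes and 54.6% ± 0.68 in KIN astrocytes (SD, n = 3 each). The tRNA share rose from 9.74% ± 1.43 in WT to 15.4% ± 1.30 in KIN microglia, and from 10.9% ± 0.57 to 12.1% ± 0.28 in astrocytes. Mature miRNA rose from 6.48% ± 1.66 to 9.30% ± 0.97 in astrocytes, where piRNA fell from 4.93% ± 0.09 to 4.43% ± 0.04. Of 18 class and fraction pairs, 7 had no overlap between WT and KIN values, 5 in astrocytes, 2 in microglia and 0 in neurons. All 7 reached the smallest p that an exact two-sided permutation test of 3 against 3 libraries can give, 0.1, and the adjusted value was 0.257, so none passed the threshold. Without WT replicate 2 the number of pairs without overlap was 13. In neurons, the tRNA share was 10.6% in WT replicate 2, against 2.94% and 4.54% in the other WT libraries and between 4.55% and 5.88% in KIN.

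**Figure D1:**
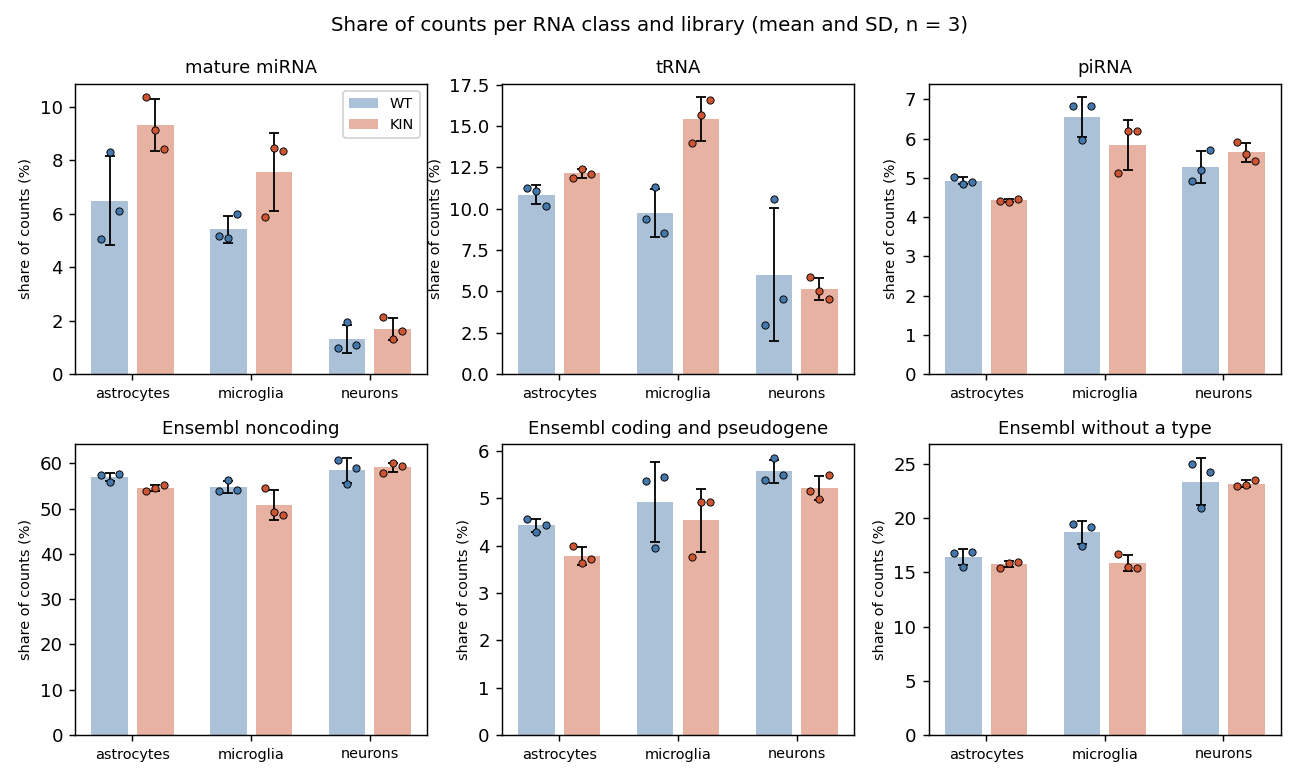
Share of counts (%) of 6 RNA classes in WT and KIN libraries of each cell fraction; points are single libraries, bars are means and error bars are SD (n = 3). The tRNA share in microglia lay between 8.53% and 11.3% in WT and between 14.0% and 16.6% in KIN.

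In astrocytes, 466 of 5694 tested features were called between KIN and WT, 102 higher and 364 lower in KIN. At an unadjusted p of at most 0.05 there were 1955 features, where 285 would be expected by chance, and 2065 features (36.3%) had no overlap between the groups, where chance gives 10%. The count changed most when a library was left out. It was 41 without WT replicate 3, 78 without WT replicate 1 and 1527 without WT replicate 2. Leaving out any of the KIN replicates gave between 46 and 67 calls. Such fits have a smaller group and less power, which was not simulated, so a fall in calls alone does not mark a single library. The rise without WT replicate 2 went against this loss of power. The share of higher features among the calls was 21.9%, and it was 33.8% with DESeq2 and 11.8% with library totals, a scaling that set the median log2 fold change of all tested features at −0.31 in place of −0.19. The share was 44.7% with no filter on low counts, 39.7% in 1 fit of all 18 libraries and 48.8% without WT replicate 3. It was 50.7%, 58.5% and 54.3% without KIN replicates 1, 2 and 3, so the excess of lower calls was absent in these fits. By type, the calls included 141 protein-coding transcripts (2 higher, 139 lower), 56 mature miRNAs (47 higher, 9 lower), 44 miRNA hairpins (36 higher, 8 lower), 42 processed pseudogenes (1 higher, 41 lower) and 29 antisense transcripts (0 higher, 29 lower).

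Among the features named by rule, mmu-miR-335-5p (chromosome 6, 30741313 to 30741335, plus strand of GRCm39, in the hairpin gene Mir335) rose from 51.5 ± 13.4 CPM in WT to 232 ± 25.9 in KIN astrocytes, a log2 fold change of 2.17 ± 0.20 (SE) with an edgeR adjusted p of 0.00201. mmu-miR-574-3p (chromosome 5, 65127707 to 65127728, plus strand, in Mir574) and mmu-miR-19a-3p (chromosome 14, 115281480 to 115281502, plus strand, in Mir19a) rose by 2.14 ± 0.26 and 2.08 ± 0.30. The strongest decrease was that of mmu-miR-200a-3p (chromosome 4, 156139368 to 156139389, minus strand, in Mir200a), with 305 counts over the 3 WT libraries and 2 counts over the 3 KIN libraries, which made it at least 32.7-fold lower in KIN (edgeR adjusted p 0.00201). Slc6a11 (ENSMUST00000032451), a protein-coding transcript with 14 exons (chromosome 6, 114108200 to 114226913, plus strand), fell from 50.8 ± 5.0 to 8.46 ± 1.73 CPM, a log2 fold change of −2.58 ± 0.25 (edgeR adjusted p 0.00201). The antisense transcript of Gm47578 (ENSMUST00000222959, chromosome 10, 99555005 to 99727020, plus strand, 2 exons) had a log2 fold change of −2.51 ± 0.43 with an edgeR adjusted p of 0.0105, and its WT values ran from 63.0 in replicate 2 to 273 in replicate 1. Its adjusted p was 0.0727 without WT replicate 3, and between 0.0681 and 0.0756 without any of the KIN replicates, while over all alternatives it ran from 7.57e-07 with DESeq2 to 0.0756. The other 5 features were called in each fit that left out a library.

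In microglia, 215 of 4940 tested features were called, 70 higher and 145 lower in KIN, and 1250 features had an unadjusted p of at most 0.05 where 247 would be expected. Again the count changed with the library left out, where a fall may come from less power alone. No feature was called without WT replicate 1, where 562 had an unadjusted p of at most 0.05, while 12 were called without WT replicate 3, 10 without KIN replicate 2, 4 without KIN replicate 3, 314 without KIN replicate 1 and 940 without WT replicate 2. DESeq2 called 378 features, 212 of them in common. Library totals moved the median log2 fold change of all tested features from −0.11 to −0.33 and the share of higher features among the calls from 32.6% to 19.3%. This share was 75% without WT replicate 3 and 100% without KIN replicate 2 or 3. The calls included 40 mature miRNAs (32 higher, 8 lower), 88 Ensembl features without a type in the table (0 higher, 88 lower), 13 antisense transcripts (0 higher, 13 lower) and 6 protein-coding transcripts (3 higher, 3 lower).

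The largest increase among the named features of microglia was that of mmu-miR-210-3p (chromosome 7, 140801320 to 140801341, minus strand, in Mir210), from 8.72 ± 1.69 to 67.1 ± 15.0 CPM, a log2 fold change of 2.95 ± 0.29 (SE) with an edgeR adjusted p of 0.00321. mmu-miR-155-5p (chromosome 16, 84511031 to 84511053, plus strand, in Mir155) rose by 2.43 ± 0.30 and mmu-miR-21a-5p (chromosome 11, 86474946 to 86474967, minus strand, in Mir21a) by 2.01 ± 0.25, both with an edgeR adjusted p of 0.00692. The decreases were those of AF357425 (ENSMUST00020183598), an Ensembl feature without a type on chromosome 12, 109602446 to 109602518, plus strand, of mmu-miR-92b-3p (chromosome 3, 89134433 to 89134454, minus strand, in Mir92b) and of the antisense transcript Rian-209 (ENSMUST00000182406, chromosome 12, 109598775 to 109603873, plus strand, 1 exon), with log2 fold changes of −3.68 ± 0.69, −3.34 ± 0.66 and −3.13 ± 0.62 and edgeR adjusted p of 0.0262, 0.0276 and 0.0276. AF357425 lies within Rian-209 and had nearly the same counts, 675 against 677 in WT and 48 against 71 in KIN, so these 2 features do not count as separate observations. For mmu-miR-92b-3p the WT values were 43.7, 6.70 and 45.7 CPM in replicates 1 to 3, and the KIN values lay between 2.54 and 4.21. Each of the 6 features kept its direction without any single library, but none was called without WT replicate 1, where the adjusted p lay between 0.0758 and 0.114 (edgeR). The 3 decreases were also not called without WT replicate 3, KIN replicate 2 or KIN replicate 3, with edgeR adjusted p between 0.0805 and 0.148. mmu-miR-155-5p was not called without WT replicate 3 (0.0574) or KIN replicate 3 (0.0722), and mmu-miR-21a-5p was not called without KIN replicate 3 (0.0722).

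In neurons, 0 of 4535 tested features were called between KIN and WT. There were 197 features with an unadjusted p of at most 0.05, fewer than the 227 expected by chance, and the smallest adjusted p was 0.917. The spread between replicates was larger than in the glial fractions, with a biological coefficient of variation of 0.405 against 0.233 in astrocytes and 0.308 in microglia. On simulated counts with that spread, 46.5% of features changed by 2 on the log2 scale were recovered, and 84.3% of those with at least 50 counts. Without WT replicate 1, 52 features were called, and 3 were called without WT replicate 2. Without a filter on low counts, 75 features were called.

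**Figure D2:**
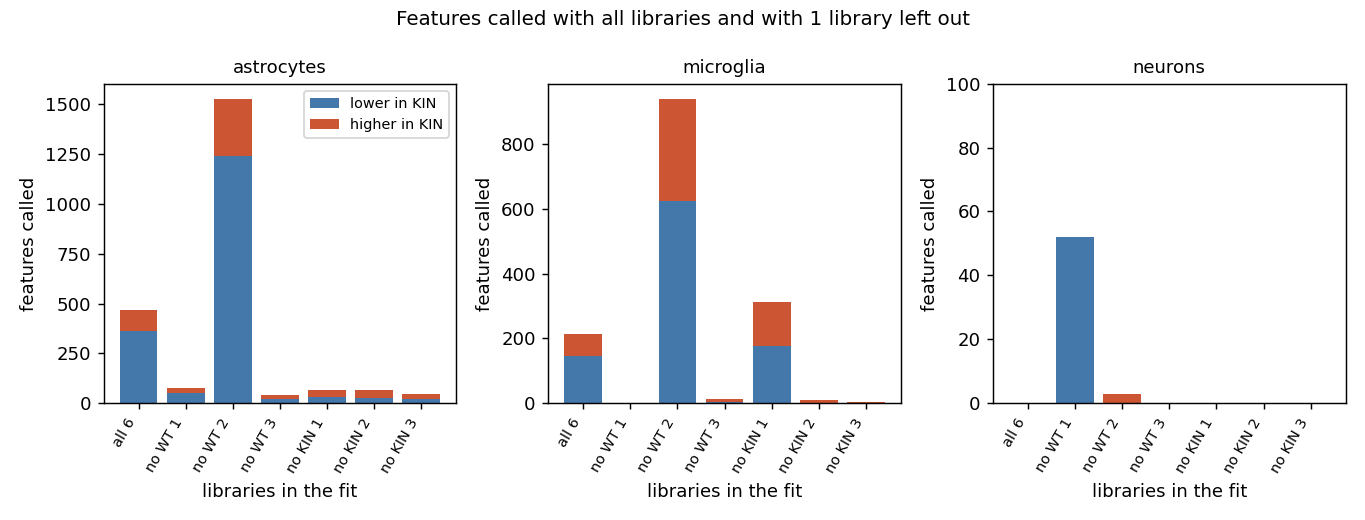
Number of features called higher or lower in KIN with all 6 libraries of a fraction and with each library left out in turn. Without WT replicate 2 the number rose to 1527 in astrocytes and 940 in microglia, and without WT replicate 1 it was 78 and 0.

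The study paid particular attention to cytoplasmic tRNA, so isodecoders were tested as a set. In microglia, the median log2 fold change of 176 isodecoders was 0.92 (quartiles 0.63 and 1.05), and 172 were higher in KIN. The camera test gave an adjusted p of 1.36e-29 over the 3 fractions, while fry gave 0.0933. In astrocytes the median was 0.25 (quartiles 0.06 and 0.56), 140 of 176 isodecoders were higher, and the adjusted p was 5.43e-14 by camera and 0.118 by fry. Without WT replicate 2 the adjusted p by fry was 0.00126 in microglia and 0.0197 in astrocytes. The astrocyte median reversed to −0.44 when TMM factors were taken from mature miRNA alone, whereas the microglia median was 0.48 under that scaling. These factors move all features alike, and the adjusted p by camera stayed past the threshold in astrocytes, at 0.0058. In neurons the median was −0.42 with 33 of 168 isodecoders higher, and the adjusted p was 0.727 by camera and 0.865 by fry. Without WT replicate 2 the neuronal median was 0.66 (camera adjusted p 3.75e-22), so its direction depended on this library. Camera was also past the threshold without WT replicate 1, at a median of −0.756 (adjusted p 3.03e-12). The same held without WT replicate 3, at −0.686 (0.00748). It was not past the threshold without any of the KIN replicates, and fry was not past it in any of these neuronal fits. Singly, 11 isodecoders were called in astrocytes (9 higher), 5 in microglia (5 higher) and 0 in neurons, where 7 had an unadjusted p of at most 0.05. Isodecoders of threonine had the highest median of 22 amino acid groups in astrocytes, 0.86 over 13 isodecoders, and the second highest in microglia, 1.22, after histidine with 1.40 over 2 isodecoders.

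**Figure D3:**
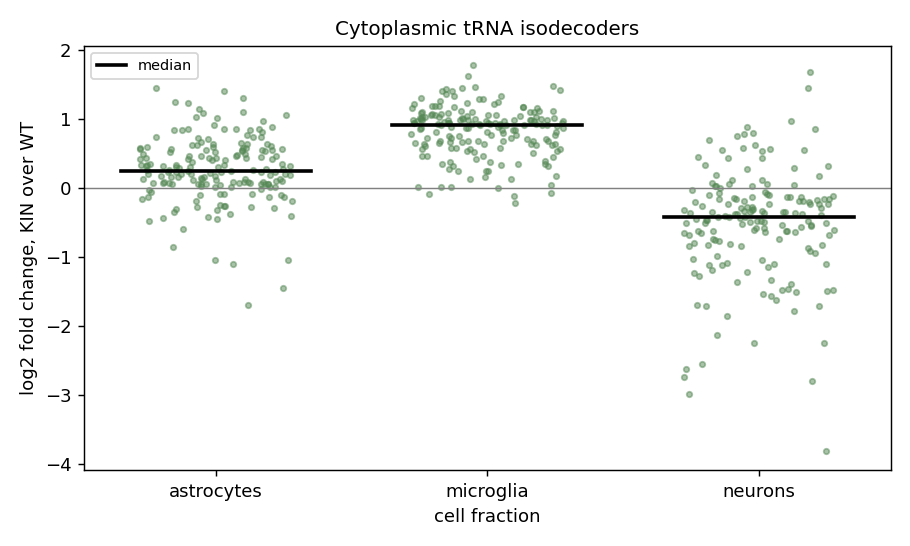
Log2 fold change of KIN over WT for each cytoplasmic tRNA isodecoder in the 3 fractions; points are isodecoders and lines are medians. The medians were 0.25 in astrocytes, 0.92 in microglia and −0.42 in neurons under TMM scaling, and the astrocyte median was −0.44 with factors from mature miRNA alone.

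Of 30 tests of 10 RNA classes in 3 fractions, camera called 20, and fry called 0, with 7 at an unadjusted p of at most 0.05. Mature miRNA was higher in KIN astrocytes (median log2 fold change 0.59, 350 of 418 higher) and in KIN microglia (0.50, 270 of 382 higher), with adjusted p of 7.92e-24 and 1.52e-11 by camera and of 0.181 and 0.177 by fry. Processed pseudogenes were lower in astrocytes, with a median of −1.82 over 111 features, and in microglia, with −1.02 over 123 features. With features at the floor set to their bound, these medians were −1.73 and −0.89. Antisense transcripts were lower with medians of −1.01 over 204 features and −0.52 over 149 features, or −0.77 and −0.42 with bounds. Not each member was lower. In astrocytes, 37 antisense transcripts and 25 processed pseudogenes had a positive log2 fold change, and in microglia these numbers were 30 and 20. The median of piRNA was −0.95 in astrocytes and −0.70 in microglia. Mitochondrial tRNA, with 22 features, was lower in astrocytes (median −0.26) and higher in microglia (0.53). In neurons camera called 5 sets, with mitochondrial tRNA (median −1.28), antisense transcripts (−0.38) and processed pseudogenes (−0.37) lower and snoRNA (0.18) and snRNA (0.17) higher. Of these, mitochondrial tRNA reversed to 0.73 without WT replicate 2, and snRNA to −0.09 without KIN replicate 1. With library totals the snoRNA median in astrocytes, 0.13 under TMM scaling, was −0.02.

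To find effects shared by the glial fractions, calls were compared among the 3891 features tested in both. There were 27 features called in both, 4 higher and 23 lower in each and 0 in opposite directions. Since the fractions came from the same brains, the other 9 splits of the libraries into groups of 3, taken jointly over both fractions, served as the reference, and each gave 0 features called in both. Each of these splits also gave 0 calls in astrocytes and in microglia alone, so an overlap of 0 was fixed in advance. They therefore cannot show whether 27 shared calls exceed what the calls of the fractions would share by chance. Across features, which are not independent replicates, the log2 fold changes of the fractions had a Pearson correlation of 0.581 and a Spearman correlation of 0.573. In the other splits the Pearson correlation ran from −0.275 to 0.597, so 2 of the 10 splits reached that of the real one, and the correlation by itself does not set the genotype apart from other differences between brains. The higher features were mmu-miR-140-5p, mmu-miR-18a-5p, the hairpin Mir15a and the gene copy tRNA-Ile-AAT-4-1. Among the lower features were mmu-miR-200a-3p, mmu-miR-200b-3p and mmu-miR-429-3p, whose hairpin genes lie together on chromosome 4, and mmu-miR-182-5p, mmu-miR-96-5p and mmu-miR-183-5p, whose hairpin genes lie together on chromosome 6. They also included Meg3-209 and 3 transcripts of Rian on chromosome 12. The 5 miRNA hairpins among the lower features were all hairpins of the 6 mature miRNAs just named. AF357425, which lies within Rian-209, was among the lower features too. The 27 features therefore do not stand for 27 separate loci. In neurons mmu-miR-200a-3p was lower too, with 12.6 ± 1.61 CPM in WT and 1.91 ± 1.87 in KIN, but its edgeR adjusted p was 0.917. Under the criterion of an unadjusted p of at most 0.05 in both fractions, 582 features moved together, 233 higher and 349 lower, and 52 moved in opposite directions. In the other 9 splits between 0 and 236 features moved together. Of these, 89 were tRNA gene copies, all higher, 39 were processed pseudogenes, all lower, and 24 were antisense transcripts, all lower. With library totals 22 were called in both, 0 higher and 22 lower, so the 4 higher ones were lost. The number called in both in the same direction was 448 without WT replicate 2, with 7 more in opposite directions. It was 0 without WT replicate 1, KIN replicate 2 or KIN replicate 3.

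**Figure D4:**
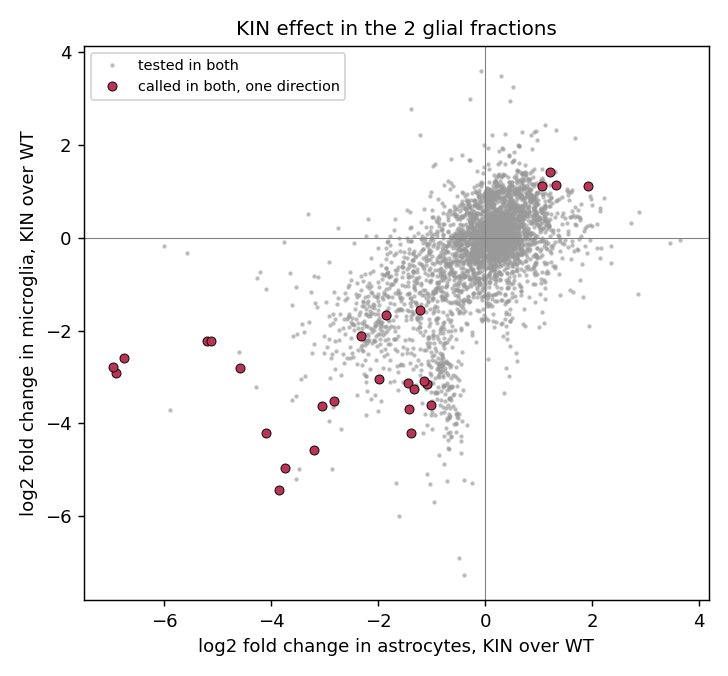
Log2 fold change of KIN over WT in microglia against that in astrocytes for the 3891 features tested in both; coloured points are the 27 features called in both. The coloured points comprised 23 lower and 4 higher features under TMM scaling.

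Whether the KIN effect differed between the glial fractions was tested as an interaction. Of 7053 features, 22 were called, 8 more positive and 14 more negative in microglia, and 732 had an unadjusted p of at most 0.05. With each genotype and replicate number together as a block, as if they marked a brain, 75 were called, with all 22 among them. mmu-miR-335-5p, which rose in astrocytes, had a log2 fold change of −0.21 ± 0.32 in microglia, and the difference was −2.38 ± 0.37 (edgeR adjusted p 0.0294). For mmu-miR-92b-3p the difference was −3.66 ± 0.62 (edgeR adjusted p 0.0294), with 522 ± 29.6 CPM in WT and 667 ± 36.7 in KIN astrocytes. mmu-miR-210-3p had a difference of 2.50 ± 0.47 (edgeR adjusted p 0.0333). The difference was called for 0 features in 9 of the 12 fits that each left out 1 glial library, and for 119 without WT astrocyte replicate 2, 362 without WT microglia replicate 2 and 112 without KIN microglia replicate 1.

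Of the study list of 26 genes or isodecoders in 3 fractions, 74 entries were tested, and 24 passed 0.05 adjusted over the list alone, 17 in astrocytes, 7 in microglia and 0 in neurons. Adjusted over all features, 14 passed, 13 in astrocytes and 1 in microglia. Over the list alone, 14 passed without WT replicate 1 and 12 without WT replicate 3. Rian, with its transcripts summed, had a log2 fold change of −2.82 ± 0.51 in microglia (edgeR adjusted p 0.0146 over all features) and −1.16 ± 0.34 in astrocytes (edgeR adjusted p 0.0515). Rnu1b2, a U1 small nuclear RNA gene that shares reads with near-identical copies, had a log2 fold change of −0.05 ± 0.26 in microglia (edgeR adjusted p 0.951) and of 0.61 ± 0.18 in astrocytes (edgeR adjusted p 0.0526). The isodecoder tRNA-Thr-AGT-2 rose by 1.08 ± 0.12 in astrocytes (edgeR adjusted p 0.00205) and by 1.47 ± 0.49 in microglia (edgeR adjusted p 0.0993). Gm36043 gave 36 counts over all libraries, with 16 in WT and 1 in KIN astrocytes and 14 in WT and 0 in KIN microglia. Its edgeR adjusted p over all features was 0.0656 in astrocytes and 0.0622 in microglia.

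For comparison, the authors' deposited table listed 423 features in astrocytes, 379 in microglia and 0 in neurons past the same thresholds. Of the features in the authors' deposited table, 347 in astrocytes and 212 in microglia were also called here. Log2 fold changes in the authors' deposited table correlated with those here across features at a Pearson coefficient between 0.9985 and 0.9989 in the 3 fractions.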

Values the study reported

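Of the pairs of mutant and WT mice sequenced, the study describes 2 as male and 1 as female. The study obtained 444,000 microglia, 419,667 astrocytes and 23,666 neurons on average. For KIN it gives an average of 981,333 microglia per mL and a slightly larger number of astrocytes. For microglia, from a gene-level analysis of other libraries, it gives Rnu1b2 as increased 14-fold, with a log2 fold change of 3.8.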

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

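Of the tests in this part, those of astrocyte RNA in microglia and of other cell types were chosen only after the result was seen. For 22 features the KIN effect differed between microglia and astrocytes in a test of the difference itself. In the 10 splits of the libraries into groups of 3, taken jointly over both fractions as if a replicate number marked an animal, the real split was the only 1 with any call, so 1 of 10 splits gave as many. The real split exceeded the other 9, but with 10 splits the share cannot fall under 0.1. The number fell to 0 in 9 of the 12 fits that left out a glial library, where between 550 and 680 features had an unadjusted p of at most 0.05. Library depth was tested by thinning the 12 libraries to 3144427 counts, which left 54 features called, with all 22 among them, so unequal depth was not the cause.

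For mmu-miR-335-5p the difference (microglia minus astrocytes) was −2.38 on the log2 scale. It was higher in KIN astrocytes by 2.17 and stood at 7.72 ± 1.33 CPM in WT and 6.72 ± 1.21 in KIN microglia. For mmu-miR-210-3p the difference was 2.50, with a rise of 2.95 in microglia and of 0.46 in astrocytes (edgeR adjusted p 0.356). Both were among the 22 features called after thinning to one depth, where 54 were called. No explanation by RNA of another cell type was tested for these 2 miRNAs. An effect of the mutation that differs between the cell types stays open and untested.

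For mmu-miR-92b-3p the difference was −3.66. The KIN effect was −3.34 in microglia and 0.35 in astrocytes. This miRNA was far more abundant in WT astrocytes, at 522 ± 29.6 CPM, than in WT microglia, at 32.1 ± 22.0, so astrocyte RNA in the microglia libraries was tested as the source of its level there. Scaled to the library total, the miRNA in WT microglia stood at 9.48%, 1.19% and 9.19% of its level in WT astrocytes in replicates 1 to 3, which is the share of astrocyte RNA that this source would need. Other astrocyte RNA in WT microglia gave a smaller share in replicates 1 and 3, with a median of 2.83% over 7 genes of an astrocyte mRNA list (SD 3.82) against 9.34% for the miRNA, and with 3.7% for mmu-miR-9-5p. An exception was Slc1a3, at 12.9%. The shares in replicates 1 and 3 argue against carried-over astrocyte RNA as the whole cause in these libraries. In replicate 2 the summed list stood at 1.36% and mmu-miR-9-5p at 0.932%, against 1.19% for mmu-miR-92b-3p. That library therefore does not argue against it. A partial contribution stays open, since the summed level of the list was 17.0, 5.76 and 16.6 CPM in WT microglia replicates 1 to 3 and 3.81, 2.55 and 2.56 in KIN, and both the list and the miRNA, with 43.7, 6.70 and 45.7 CPM in WT, were lowest in replicate 2 among the WT libraries. The median log2 fold change of the 4 tested members of the list was −2.08 in microglia, or −1.36 with members at the floor set to their bound. The counts behind the list were low, from 11 to 61 per library, and astrocyte mRNA also fell within KIN astrocytes. Neuronal RNA in the WT microglia preparations was not tested as a source of this miRNA and stays open. A list of neuronal snoRNAs had a like pattern in microglia. It stood at 173, 34.3 and 184 CPM in WT replicates 1 to 3 and between 5.56 and 9.85 in KIN. A biological difference between the genotypes stays open and untested.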

How the results depend on the processing

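The fits without each replicate number for the overlap, the class sets and the study list, and DESeq2 and library totals for the study list, were chosen only after the result was seen. Where no cause is named, the cause was not tested. A fit that leaves out a replicate has a smaller group and less power, which was not simulated. A lower number of calls in such a fit therefore cannot be set apart from this loss of power.

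In astrocytes, 466 features were called, and DESeq2, its size factors in edgeR, library totals, TMM without tRNA, no filter on low counts, adjusted p alone and sums per gene gave between 426 and 667. filterByExpr gave 302, with 2937 in place of 5694 features tested, and 1 fit of all 18 libraries gave 237. The fits that each left out a replicate gave from 41 to 1527 features. In microglia, 215 features were called, and the number was 378 with DESeq2, 118 with filterByExpr (2606 features tested), 426 with no filter beyond 1 count, 400 in 1 fit of all 18 libraries and 327 with sums per gene and isodecoder. The fits that each left out a replicate gave from 0, with 562 features at an unadjusted p of at most 0.05, to 940. In neurons the number was 0, with 197 features at an unadjusted p of at most 0.05. It was 75 with no filter, and from 0 to 52 in the fits that each left out a replicate, where between 80 and 426 features had an unadjusted p of at most 0.05.

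Replicate numbers did not pair WT with KIN libraries. Correlations of deviations from the group means between WT and KIN libraries of the same number lay between −0.284 and 0.188. Between libraries of different fractions with the same number, such correlations were positive in the 9 WT pairs, from 0.0201 to 0.328, and lay between −0.17 and 0.119 in the 9 KIN pairs. Xist was low in KIN replicate 1 of each fraction, at 1.45, 1.27 and 2.13 CPM against at least 7.59 elsewhere, which points to a number that marks the same brain in each fraction, whereas the KIN correlations do not show this. With the replicate number as a block, 691 features were called in astrocytes, 49 in microglia and 0 in neurons, where 98 had an unadjusted p of at most 0.05. In the interaction, the block was each genotype and replicate number together, as if they marked a brain, and it gave 75 features. Under the block by replicate number alone, the adjusted p of mmu-miR-92b-3p was 0.0562 and that of Rian-209 was 0.0697 in microglia, with edgeR. There, 10 of the 12 named features were called. Over all alternatives these adjusted p ran from 3.52e-05 to 0.148 and from 2.64e-05 to 0.144, the lowest with DESeq2.

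The tRNA median of astrocytes was 0.25 and reversed to −0.44 with TMM factors from mature miRNA alone. Its range was 0.14 to 0.39 in the fits that each left out a replicate. That of microglia was 0.915 and lay between 0.68 and 1.23 in such fits. The fry test gave adjusted p of 0.118 and 0.0933 for these medians of 0.25 and 0.915, past the threshold in neither. Without WT replicate 2 it gave 0.0197 and 0.00126, past the threshold in both. Over all alternatives it ran from 0.0197 to 0.345 in astrocytes and from 0.00126 to 0.253 in microglia. In neurons the median of −0.42 ranged from −0.76 to 0.66 in the fits that each left out a replicate, and it was 0.66 without WT replicate 2.

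Of 30 class set tests, 20 were called by camera with a preset correlation, 0 by fry, with 7 at an unadjusted p of at most 0.05, and 0 by camera with an estimated correlation, with 0 at an unadjusted p of at most 0.05. Without single replicates the number was from 18 to 24. With library totals, medians reversed for snoRNA (−0.017) and scaRNA (−0.024) in astrocytes, for snoRNA (−0.17), snRNA (−0.23) and ribosomal protein transcripts (−0.14) in microglia and for miRNA in neurons (0.018). With sums per gene, medians in neurons reversed for miRNA (0.094), piRNA (0.026), scaRNA (0.047) and ribosomal protein transcripts (0.070). Without WT replicate 1 the ribosomal protein median in neurons was 0.17. Without WT replicate 2 the neuronal medians were 0.57 for miRNA, 0.66 for cytoplasmic tRNA, 0.73 for mitochondrial tRNA and 0.033 for scaRNA. Without WT replicate 3 the medians were −0.045 for snoRNA and −0.10 for snRNA in microglia and 0.026 for scaRNA in neurons. Without KIN replicate 1 they were −0.079 for snoRNA in microglia and −0.087 for snRNA in neurons. Without KIN replicate 2 they were −0.0044 for snRNA in microglia, 0.13 for miRNA and 0.028 for scaRNA in neurons, and without KIN replicate 3 the neuronal miRNA median was 0.016. Over the fits without single replicates, the other end of the range for these sets was 0.23 for snoRNA and 0.031 for snRNA in microglia, and in neurons −0.25 for miRNA, −1.76 for mitochondrial tRNA, 0.31 for snRNA and −0.36 for ribosomal protein transcripts. Of 300 values of single sets under alternatives, 206 kept direction and side of the threshold, 53 were no longer past it, 17 were newly past it and 24 reversed.

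The number of features called in the same direction in both glial fractions was 27. It was 582 at an unadjusted p without a fold change limit, with 52 in opposite directions. It was 22 with library totals, all lower, and 61 with sums per gene and isodecoder, with 0 opposite in each. Adjusted p alone gave 48 with 1 opposite, and DESeq2 gave 70 with 2 opposite. Without single replicates the number in the same direction ranged from 0 to 448, the latter with 7 opposite. Where it was 0, between 166 and 404 features moved together at an unadjusted p of at most 0.05. The interaction gave 22 features, and 136 with DESeq2, 53 with library totals and 43 with filterByExpr, of which 21, 22 and 21 were among the 22. Without single libraries it ranged from 0 to 362, and in the fits with 0 calls between 550 and 680 features had an unadjusted p of at most 0.05.

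Between WT microglia and WT astrocytes the number of calls stayed within 1437 and 2289 over the alternatives tried. Class and fraction pairs without overlap numbered between 6 and 13, where 13 was the value without WT replicate 2. Of the study list, between 12 and 29 entries passed without single replicates. The number of named features called was from 6 to 12 in such fits, and 24 of 108 values of named features under alternatives were no longer past the threshold, while 0 reversed. The neuronal libraries were smaller, down to 1211118 counts, and their replicates varied more than those of the glial fractions. Whether depth or this spread limited the detection of low features there was not tested.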

Other observations

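The explanations in this part were chosen for testing only after the result was seen, except those of other splits, library depth and host transcripts. The scalings and the list of miRNAs typical of cell types that these tests draw on were fixed before the data were examined. For each fraction the 6 libraries can be split into groups of 3 in 10 ways, so that a share under 0.1 cannot occur, whatever the result. In astrocytes 1 of the 10 splits, the real one, gave 466 calls, and the others gave 0. In microglia 1 of the 10 splits gave 215 calls, and the others gave 0. In neurons 10 of the 10 splits gave at least as many calls, since the real split gave 0, with 197 features at an unadjusted p of at most 0.05. The tRNA median of astrocytes was reached or passed in size in 3 of the 10 splits, that of microglia in 1 and that of neurons in 10. The 20 class sets called by camera were reached in 4 of the 10 splits, up to 23, so this number says little about genotype. For the features called in both glial fractions, for the features called between WT fractions and for the study list adjusted over the list alone, 1 of the 10 splits gave as many. For the features called in both glial fractions this says nothing about sharing, since the other splits had no calls in either fraction to share.

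More features were called lower than higher in both glial fractions, and each KIN astrocyte library had fewer features with a count than each WT astrocyte library. In microglia this excess rested on Ensembl features without a type, which gave 88 of the 145 lower calls and 0 of the 70 higher ones. Among the other features there, fewer were lower than higher. With all libraries of a fraction thinned to one total, 314 of 411 calls in astrocytes and 128 of 188 in microglia were lower, so that library depth was not the cause. The excess of lower calls was not kept in each fit, though the fits without it had few calls. The share of higher calls reached 58.5% of 65 calls in astrocytes without KIN replicate 2. In microglia it was 100% of 10 calls without KIN replicate 2 and of 4 calls without KIN replicate 3.

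RNA typical of neurons was lower in KIN glia. The members of the lists are also expressed to some extent by other brain cells, and 1 member of the neuronal list, Meg3, was called in both glial fractions. In microglia the median log2 fold change was −2.19 for 5 tested neuronal transcripts (−1.32 with members at the floor set to their bound), −3.55 for 16 snoRNA gene copies of the Snord116 group (−2.88 with bounds), which share reads and are not separate observations, and −0.674 for 4 neuronal miRNAs. The snoRNA list stood at 173, 34.3 and 184 CPM in WT replicates 1 to 3 and between 5.56 and 9.85 in KIN, so WT replicate 2 lay far below the other WT libraries. All 3 lists fell, as neuronal RNA carried into the WT microglia preparations, mostly in replicates 1 and 3, would give. Oligodendrocyte mRNA fell there as well, with a median of −1.70 over 2 genes of low counts. It stood at 5.18, 5.47 and 6.54 CPM in WT replicates 1 to 3 and between 0.931 and 2.08 in KIN. Oligodendrocyte miRNAs did not fall, with a median of 0.328. The fall in microglia was thus not limited to RNA of neurons or to WT replicates 1 and 3. The share of neuronal RNA that neuronal carry-over would need was not read from the neuronal libraries. Their neuronal miRNAs, at 50.4, 232 and 127 CPM in WT, stood in the range of those in WT microglia, at 162, 62.5 and 159. In astrocytes the transcripts fell, with a median of −2.04 (−1.76 with bounds), and the 17 snoRNA gene copies had a median of −0.50, with a summed level of 1000, 376 and 1030 CPM in WT replicates 1 to 3 and 477, 420 and 526 in KIN, so that WT replicate 2 lay below each KIN library and the fall rested on the other WT libraries, but the median of the neuronal miRNAs was 0.135, with members that went both ways, from −0.238 for mmu-miR-124-3p to 0.964 for mmu-miR-138-5p, and all mature miRNA had a median of 0.594. In astrocytes, neuronal carry-over and a change within the astrocytes therefore cannot be told apart, because these 4 miRNAs decide nothing and the other lists fell. The study states that detached synapses and neurites come along with both glial cell types. It proposes that fewer neuronal transcripts there reflect synapse loss in KIN. Less neuronal carry-over in KIN could thus itself follow from the genotype, in either fraction, which was not tested here.

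Astrocyte mRNA was lower in KIN astrocytes as well, with a median of −1.54 over 7 genes. A list of 6 broadly expressed mRNAs had a median of −0.146, which argues against a smaller supply of mRNA fragments as the whole cause. Other values point to a partial fall of mRNA fragments in general, which stays open. Protein-coding transcripts off the astrocyte list had a median of −0.658, and 139 of the 141 called were lower. A smaller share of astrocytes in the KIN libraries would raise the markers of other cells, but the lowest median of the neuron, microglia and oligodendrocyte mRNA lists was −2.04. The oligodendrocyte list had −0.78 over 3 genes. The 1 tested microglia gene, Cst3, had −1.37, but it stood at 26.3 ± 1.2 CPM in WT astrocytes and 31.4 ± 6.23 in WT microglia (SD, TMM scaling within each fraction). It therefore does not set microglia apart from astrocytes here and decides nothing on this point. Within mature miRNA the lists of other cells moved apart, with medians of 1.23 for microglia and myeloid cells, 0.85 for oligodendrocytes and −0.10 for endothelium, while the astrocyte and neural list rose as well, at 0.79. These values argue against a smaller share of astrocytes as the whole cause, while more microglial RNA in the KIN astrocyte libraries stays open, with mmu-miR-142a-3p at 2.08 (edgeR adjusted p 0.00365). After removal of a trend with transcript length and GC content, which explained 0.112% of the variance, the median over 19 transcripts of the astrocyte list was −1.80, against −1.81 before. What caused the fall was not settled by these tests, and a biological difference stays open and untested.

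Members of the miR-200 and miR-182 families were lower in KIN, with a median in astrocytes of −4.43 over 7 miRNAs (−3.60 with bounds), in microglia of −2.65 and in neurons of −2.32, but in microglia mmu-miR-200c-3p had −0.03 and the related mmu-miR-141-3p −0.12, the latter with 45 counts, so these 2 did not fall with the others there. These miRNAs are abundant in epithelia, so tissue around the brain that was taken along with WT brains could be a source. The 4 tested members of the choroid plexus list were all higher in astrocytes, with a median of 0.454, and the list had medians of 0.795 in microglia and 0.535 in neurons, which argues against choroid plexus. For pituitary, the other 2 tested members went opposite ways in astrocytes, with 0.836 for mmu-miR-375-3p and −0.126 for mmu-miR-7a-5p (median 0.355), and in microglia they had −1.67 and 0.976, so this tissue and a difference between genotypes cannot be told apart, because the list has too few members. For olfactory tissue the mRNA members Omp and Doc2g gave at most 1 count in an astrocyte library. The related mmu-miR-141-3p, also on that list, gave 2, 2 and 8 counts in WT and 1, 0 and 0 in KIN astrocytes. The only tested member in astrocytes, mmu-miR-200c-3p, had a log2 bound of −3.11 and belongs to the family itself, so in astrocytes this source and a difference between genotypes cannot be told apart, because the list has too few counts. In microglia the 2 tested members of the olfactory list had a median of −0.07, and the source of the family difference stays open.

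Ensembl transcripts that contain a small RNA gene may carry its reads. Across 412 pairs of such a transcript and the small RNA inside it, which are not independent replicates, the log2 fold changes in astrocytes had a Pearson correlation of 0.825, while the highest correlation of 1000 random pairings was 0.319. The count of the longer transcript was 1.08 times that of the small RNA in the median. This is consistent with reads of the small RNA counted on the longer transcript, and such transcripts, Rian among them, are not separate evidence.

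The rise of tRNA in KIN microglia had a lowest median of 0.479 over 5 scalings, which argues against scaling as its cause. Mitochondrial tRNA rose there as well, with a median of 0.525, so that a larger amount of RNA of tRNA size of any origin may have entered the KIN libraries. In astrocytes the lowest median over the scalings was −0.442, with factors from mature miRNA alone. Such factors move all features alike and leave the gap between tRNA and the other features, 0.25 against −0.233, as it was, so the change of sign says nothing about tRNA in relation to other RNA. Whether tRNA rose in itself or other RNA fell cannot be told apart, because the values are relative amounts. Mitochondrial tRNA had a median of −0.259 in astrocytes, which argues against more RNA of tRNA size there.

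In neurons the tRNA share was highest in WT replicate 2. In that library oligodendrocyte mRNA stood at 20.3 times the median of the other 5 neuronal libraries, oligodendrocyte miRNA at 16.4 times, but neuron mRNA also at 6.74 times and neuronal miRNA at 2.09 times. A mixture of cells could be behind its tRNA, but with 1 such library RNA of oligodendrocytes and other properties of that library cannot be told apart.

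Among the remaining lists, miRNAs of microglia and myeloid cells had a median of 1.23 in astrocytes and 0.76 in microglia, those of astrocytes and the neural lineage 0.79 and 0.54, and those of oligodendrocytes 0.85 and 0.33. Endothelial miRNAs had −0.10 and −0.07, and erythroid miRNAs 0.40 and 2.15. The erythroid rise in microglia rested largely on KIN replicate 2, with a summed level of 131 CPM. KIN replicates 1 and 3 had 28.6 and 36.8, and the WT libraries lay between 17.3 and 22.2. Microglia mRNA had −0.36 in microglia. The sex-linked genes gave few counts, with a median of −0.74 over the 2 tested in astrocytes and with Xist between 1.27 and 2.13 CPM in the KIN libraries of replicate 1 and between 7.59 and 36.3 in the other 15 libraries. Y-linked genes lay between 0.288 and 8.27 CPM with 1 to 26 counts. In each fraction they were higher in WT replicates 1 and 3 than in WT replicate 2. They were also higher in KIN replicate 1 than in KIN replicates 2 and 3. In astrocytes they stood at 8.27, 2.01 and 5.46 CPM in WT replicates 1 to 3 and at 2.04, 1.11 and 0.806 in KIN. The study states that its pairs were of the same sex and mostly male, whereas Xist, which male cells lack for the most part, was present at 7.59 CPM or more in each WT library and low only in KIN replicate 1. The levels of Xist and the stated sexes are at odds. WT replicates 1 and 3 held both Xist and the higher Y-linked levels, so the sex of these libraries cannot be read from Xist alone. The balance of sex between the genotypes was not settled.

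In microglia Rnu1b2 had a log2 fold change of −0.05. This is lower than the value quoted from the study above, which came from other libraries not analysed here and is therefore not a direct comparison.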
